# Global epigenomic analysis indicates that Epialleles contribute to Allele-specific expression via Allele-specific histone modifications in hybrid rice

**DOI:** 10.1186/s12864-015-1454-z

**Published:** 2015-03-24

**Authors:** Zhibin Guo, Gaoyuan Song, Zhenwei Liu, Xuefeng Qu, Rong Chen, Daiming Jiang, Yunfang Sun, Chuan Liu, Yingguo Zhu, Daichang Yang

**Keywords:** Allele-specific histone modifications, Rice F1 hybrids, Epialleles, Differentially modified genes, Allele-specific expression

## Abstract

**Background:**

For heterozygous genes, alleles on the chromatin from two different parents exhibit histone modification variations known as allele-specific histone modifications (ASHMs). The regulation of allele-specific gene expression (ASE) by ASHMs has been reported in animals. However, to date, the regulation of ASE by ASHM genes remains poorly understood in higher plants.

**Results:**

We used chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) to investigate the global ASHM profiles of trimethylation on histone H3 lysine 27 (H3K27me3) and histone H3 lysine 36 (H3K36me3) in two rice F1 hybrids. A total of 522 to 550 allele-specific H3K27me3 genes and 428 to 494 allele-specific H3K36me3 genes were detected in GL × 93-11 and GL × TQ, accounting for 11.09% and 26.13% of the total analyzed genes, respectively. The epialleles between parents were highly related to ASHMs. Further analysis indicated that 52.48% to 70.40% of the epialleles were faithfully inherited by the F1 hybrid and contributed to 33.18% to 46.55% of the ASHM genes. Importantly, 66.67% to 82.69% of monoallelic expression genes contained the H3K36me3 modification. Further studies demonstrated a significant positive correlation of ASE with allele-specific H3K36me3 but not with H3K27me3, indicating that ASHM-H3K36me3 primarily regulates ASE in this study.

**Conclusions:**

Our results demonstrate that epialleles from parents can be inherited by the F1 to produce ASHMs in the F1 hybrid. Our findings indicate that ASHM-H3K36me3, rather than H3K27me3, mainly regulates ASE in hybrid rice.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-015-1454-z) contains supplementary material, which is available to authorized users.

## Background

Eukaryotic DNA is wrapped around an octamer of four core histones (H2A, H2B, H3 and H4) that form nucleosomes [1]. The epigenetic regulation of gene expression can be affected by methylation on the N-terminal tails of the histones of a gene [2,3]. The differences in epigenetic modification between parents, which are known as epialleles, can be transmitted to the next generation [4]. Epigenetic modifications can be reprogrammed during development and in response to environmental stresses [5-8]. Histone modifications have multiple functions and diversity patterns [9]. Previous studies have demonstrated that the trimethylation of histone H3 on lysine 27 (H3K27me3) represses gene expression via the specific enrichment of H3K27me3 in the gene body [10-12]. In contrast, the specific enrichment of trimethylated histone H3 on lysine 36 (H3K36me3) in the gene body activates gene expression [13-15].

Epigenetic modifications are not always identical on different homologous chromosomes in diploid organisms. To identify allelic modifications, single-nucleotide polymorphisms (SNPs) have been widely used to distinguish allele-specific gene expression and epigenetic modifications, which are known as allele-specific gene expressions (ASEs), allele-specific DNA methylations and allele-specific histone modifications (ASHMs). ASHMs and allele-specific DNA methylations have been detected in plants and animals [11,16-19]. Recent studies have demonstrated that mono-ASE genes, where only one of the alleles in hybrids is expressed, play important roles in development and stress-induced responses [20-22]. The relationship between ASE and allele-specific epigenetic modifications, including allele-specific DNA methylations and histone modifications, is supported by the allele-specific epigenetic regulation of imprinting genes [23,24]. In mice, 20 genes (21.3%) have ASE or allele-specific H3K4me3 enrichment with a negative correlation with ASHM [25]. In a rice F1 hybrid, 15 ASE genes (17.6%) correlate with ASHM in the *indica-japonica* F1 hybrid [26]. However, ASHMs in the *indica-indica* rice F1 hybrid have not been studied.

In this study, allele-specific H3K27me3 and H3K36me3 modifications were analyzed in two rice F1 hybrids, Guangluai (GL) × 93-11 and GL × Teqing (TQ), and their parents. We used chromatin immunoprecipitation followed by next-generation sequencing (ChIP-seq) to investigate the ASHM patterns of H3K27me3 and H3K36me3 in GL × 93-11 and GL × TQ. We found strong correlations between ASHM in the F1 hybrids and the epialleles from the parents. Further studies indicated that 52.48% to 70.40% of the epialleles were faithfully inherited by the F1 hybrid and contributed to 33.18% to 46.55% of the ASHM genes. Importantly, 66.67% to 82.69% of the monoallelic expression genes had the H3K36me3 modification, and ASE was strong correlated with ASHM. These results indicate that the regulatory effects of ASHM-H3K36me3 on ASE are stronger than those of H3K27me3. Our results show that H3K36me3 may play an important role in the regulation of ASE in rice F1 hybrids.

## Results

### The Frequency of ASHMs in Rice F1 Hybrids

To investigate the ASHM profiles in rice hybrids, we used three elite rice *indica* varieties, Guangluai-4 (GL), Yangdao-6 (93–11) and Teqing (TQ), and two F1 hybrids (GL × 93-11 and GL × TQ) that were generated from these three varieties. These elite varieties represent the breeding objectives at different historical breeding stages in China. The gene repression epigenetic marker H3K27me3 and the gene activation epigenetic marker H3K36me3 were chosen for this study. 

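Leaf chromatin of 5 genotypes was examined, the 3 inbred varieties GL, 93-11 and TQ with GL×TQ and GL×93-11 as the 2 hybrids of the first generation, from 1 ChIP-seq library per genotype for each of the 2 marks, 10 libraries in all. H3K27me3 is the mark set by Polycomb proteins on repressed genes, and H3K36me3 is laid down over the bodies of transcribed genes. Leaves of 3 plots were pooled before the chromatin immunoprecipitation, so a genotype has no replicate for either mark and no difference below has a replicate error or a p-value. The authors mapped the reads to Nipponbare, a japonica variety, while all 5 genotypes are indica, and called peaks in each library on its own. The values used here are those peak lists: the position of each peak, its tag count, its score, which is 10 times the negative log10 of the MACS p-value, and its fold enrichment. The H3K27me3 peaks hold 3378454 to 4634144 tags per library, between 8.53% and 11.0% of the unique mapped reads that the paper lists. The H3K36me3 peaks hold 5364527 to 7096067 tags, between 13.4% and 14.9%. No gene annotation of the build of the peak coordinates was used, and the genome up to the last peak was divided into 372031 bins of 1 kb in place of genes. A bin was called modified when peaks covered at least 20% of it, and a bin or peak was assigned to 1 parent only when the list of the other parent had 0 bp of peak over it. Shares are given with a 95% Wilson interval, which covers counting error only, and allelic reads at single SNPs were not analysed here.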

Sequencing depths of 36.4-43.8 million unique mapped reads (49 bp per read) for H3K27me3 and 37.3-49.8 million unique mapped reads for H3K36me3 were obtained using ChIP-seq (Additional files 1 and 2). A total of 411,553 (GL versus 93–11) and 357,765 (GL versus TQ) SNPs were available for ASHM analysis from the deep sequencing of the three varieties [27]. Of the available SNPs, 206,306 to 173,464 reads in GL × 93-11 and 156,830 to 151,529 reads in GL × TQ were available for the allelic histone modification analysis of H3K27me3 and H3K36me3 (Additional file 3).

A total of 10,647 H3K27me3-modified genes and 15,389 H3K36me3-modified genes in GL × 93-11 were detected with a threshold of read coverage defined by randomization (*P*-value < 0.001). 

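In GL×93-11, H3K27me3 covered 22163 of the 372031 bins (5.96%, 95% interval 5.88% to 6.03%) and H3K36me3 covered 31155 (8.37%, 8.29% to 8.46%). H3K36me3 was unevenly spread over the chromosomes, from 10.7% of the bins of chromosome 3 to 5.82% of those of chromosome 11. H3K27me3 stayed between 5.58% and 6.37% on all 12 chromosomes. Among the 366 full windows of 1 Mb, without the shorter windows at the chromosome ends, H3K36me3 was densest on chromosome 2 from 1000001 to 2000000, with 19.1% of the bins modified, and H3K27me3 on chromosome 11 from 4000001 to 5000000, with 11.1%. Some end windows were denser, with 28.4% for H3K36me3 in the last 134 bins of chromosome 10 and 14.9% for H3K27me3 in the last 262 bins of chromosome 4. Both marks stood on 1234 bins, where 1856 would be shared by independent lists of these sizes. Of the H3K27me3 peaks, 655 (7.81%, 7.25% to 8.40%) overlapped an H3K36me3 peak of the same hybrid. Under the requirement of 50% of a bin, the bins with both marks fell to 722.

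**Figure D1:**
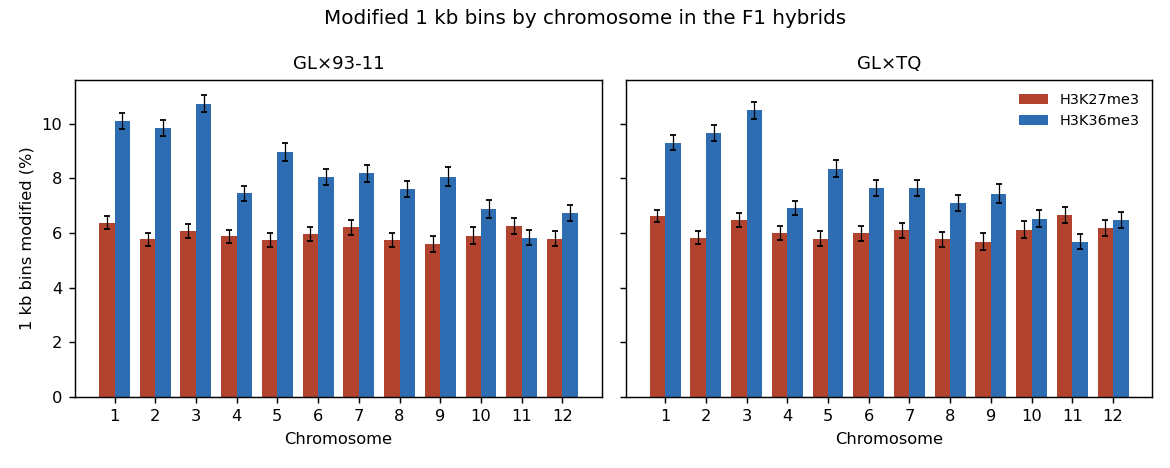
Share of 1 kb bins covered to at least 20% by peaks, in percent, for each of the 12 chromosomes in GL×93-11 (left) and GL×TQ (right). Bars are 1 library each, with H3K27me3 in red and H3K36me3 in blue, and error bars are 95% Wilson intervals; H3K36me3 is highest on chromosome 3 in both hybrids (10.7% and 10.5%) and lowest on chromosome 11 (5.82% and 5.67%).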

A total of 2,320 and 4,275 genes that satisfied the criteria of more than nine SNPs in the gene body region were chosen for further allelic-specific histone modification analysis. In GL × TQ, 10,855 and 14,556 genes were modified with H3K27me3 and H3K36me3 modifications, respectively. Of these genes, 2,105 (H3K27me3-modified) and 3,858 (H3K36me3-modified) were available for ASHM analysis. 

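GL×TQ had 22778 bins with H3K27me3 (6.12%, 95% interval 6.05% to 6.20%) and 29511 with H3K36me3 (7.93%, 7.85% to 8.02%). Its chromosomes ranked as in the other hybrid at both ends for H3K36me3, with 10.5% of bins on chromosome 3 and 5.67% on chromosome 11. Among full windows of 1 Mb, that of chromosome 2 from 1000001 to 2000000 again had the highest share of H3K36me3, at 17.7% of its bins. For H3K27me3 the densest full window lay on chromosome 9 from 12000001 to 13000000, with 12.2%, followed by chromosome 11 from 4000001 to 5000000, with 11.2%. The shorter end windows reached 29.9% for H3K36me3 on chromosome 10 and 14.1% for H3K27me3 on chromosome 12. Both marks shared 1014 bins, against 1807 for independent lists. Of the H3K27me3 peaks, 534 (6.19%, 5.70% to 6.72%) overlapped an H3K36me3 peak.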

We found that 296 genes (12.76%) from GL alleles and 226 genes (9.74%) from 93–11 alleles showed preferential allelic H3K27me3 modification (Figure 1A); 277 genes (6.48%) from GL alleles and 217 genes (5.08%) from 93–11 alleles showed preferential allelic H3K36me3 modification in GL × 93-11 (Figure 1B). A total of 272 genes (12.92%) from GL alleles and 278 genes from TQ alleles (13.21%) showed preferential allelic H3K27me3 modification (Figure 1C), while 220 genes (5.70%) from GL alleles and 208 genes (5.39%) from TQ alleles showed preferential allelic H3K36me3 modification (Figure 1D). Our results indicate the genome-wide frequency of ASHMs in rice F1 hybrids is much higher than that of the previous studies [11].

**Figure 1:**
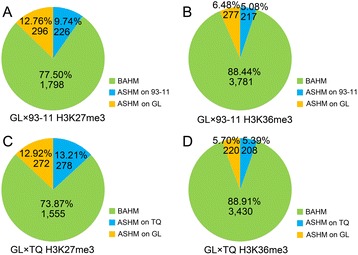
**The allelic histone modification patterns of genes in GL × 93-11 and GL × TQ. (A** **-D)**, The allelic histone modification patterns of the genes. The ASHM levels of the genes that were covered by more than nine reads were calculated. Allelic histone modification (ASHM) designates the read number of one allele with a two-fold difference from that of another allele; BAHM indicates that two alleles were equally modified.

### Allelic histone modifications in F1 hybrids were correlated with epialleles

Previous studies have demonstrated that ASHMs may be inherited from epialleles of the parents or may be induced during development [7,8,28]. To determine the inheritance of histone modifications in the heterozygous status, we analyzed the correlation of allelic histone modifications between the F1 hybrids and their parents. First, based on the gene body-specific distribution patterns of the H3K27me3 and H3K36me3 modifications (Additional file 4), we quantitated the H3K27me3 and H3K36me3 modification levels by normalizing the reads as the number of reads per kilobase per million reads (RPKM) within the gene bodies. The correlation coefficients between the parent histone modification differences and the ASHM in the F1 hybrids ranged from 0.52 to 0.63 for both H3K27me3 and H3K36me3 (Figure 2A and D, blue spots, *P* < 0.001). A total of 463 H3K27me3-modified genes and 330 H3K36me3-modified genes were identified as differently modified genes between GL and 93–11 (fold change > 2, FDR < 0.05), 321 H3K27me3-modified genes and 330 H3K36me3-modified genes were identified as differently modified genes between GL and TQ. These differentially modified genes between the parents were designated as epialleles. 

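GL and 93-11 differed at more places than GL and TQ for both marks. For H3K27me3, 9121 bins were modified in GL and free of peaks in 93-11, 7363 in 93-11 and not in GL, and 15499 in both. Between GL and TQ, 8052 H3K27me3 bins were in GL only, 4871 in TQ only and 16428 in both. For H3K36me3 the counts were 6773 in GL only, 7394 in 93-11 only and 22099 in both, and 5518 in GL only, 6652 in TQ only and 23679 in both for the pair of GL and TQ. The closest pair was 93-11 and TQ for H3K36me3, with 4659 bins in 93-11 only, 4806 in TQ only and 24763 in both.
Among bins modified in both parents, tags divided by the unique mapped reads of the library differed by more than 2-fold at 1849 H3K27me3 bins between GL and 93-11 (11.9%, 95% interval 11.4% to 12.4%), of which 1451 were higher in GL. Between GL and TQ the H3K27me3 count was 1199 (7.30%, 6.91% to 7.71%), with 821 higher in GL. H3K36me3 differed by more than 2-fold at 1429 bins for GL and 93-11 (6.47%, 6.15% to 6.80%) and at 1134 for GL and TQ (4.79%, 4.52% to 5.07%), with 1287 and 940 higher in GL. With the tags in peaks in place of the unique mapped reads as the library total, the direction turned for H3K27me3, with 722 bins higher in GL and 828 higher in 93-11, and 475 higher in GL and 586 higher in TQ, and stayed for H3K36me3.
The regions named next have most tags per kb, which favours places of high background. An H3K27me3 peak on chromosome 12 from 25119328 to 25122609 held 2333 tags in 93-11 (95% Poisson interval 2239 to 2430), and TQ had 2282 tags at nearly the same position, while the nearest GL peak lay 9080 bp from the first and 9064 bp from the second. The fold enrichment of these 2 peaks is low, at 1.86 and 1.83, against list medians of 3.18 and 3.19. A peak on chromosome 5 from 23102668 to 23105334 held 1529 H3K27me3 tags (1453 to 1608) in 93-11, at a fold of 2.24, and had no counterpart in GL or TQ. GL carried H3K36me3 on chromosome 10 from 8005758 to 8009076 with 1522 tags (1446 to 1600) and on chromosome 11 from 22867126 to 22870054 with 1239 tags (1171 to 1310), at folds of 3.17 and 2.83, where neither 93-11 nor TQ had a peak. A peak that misses the calling threshold in the other parent is counted as absent, and requiring a score of 100 in the parent with the peak lowered the H3K27me3 bins of GL only against 93-11 to 5060.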

Interestingly, strong correlation coefficients were detected for the epialleles (from 0.79 to 0.86) (Figure 2A and D, red spots). Furthermore, 52.48% (243/463 genes) and 70.40% (226/321 genes) of the H3K27me3 epialleles in the GL versus 93–11 and 53.33% (176/330 genes) and 54.41% (142/261 genes) of the H3K36me3 epialleles (176 and 142 genes) in GL versus TQ were identified as ASHM in their F1 hybrids (Figure 2E). These results indicate that epialleles mainly contribute to ASHM in F1 hybrids.

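Bins modified in 1 parent only were found in the F1 far less often than bins modified in both parents. In GL×93-11, 34.4% of the GL-only H3K27me3 bins (95% interval 33.4% to 35.4%) and 37.8% of the 93-11-only bins (36.7% to 38.9%) were modified, against 90.6% (90.1% to 91.0%) of the bins of both parents. For H3K36me3 the shares were 48.5% (47.3% to 49.6%) for GL only, 51.9% (50.8% to 53.0%) for 93-11 only and 94.1% (93.8% to 94.4%) for both. In GL×TQ, 30.2% (29.2% to 31.2%) of the GL-only and 52.8% (51.4% to 54.2%) of the TQ-only H3K27me3 bins were modified, and 30.5% (29.3% to 31.7%) and 52.3% (51.1% to 53.5%) of the H3K36me3 bins. Bins of both parents were chosen as called in each parent and bins of 1 parent only as missing from the other. The gap is therefore not a measure of loss in the F1. It also varied with score. Of whole H3K27me3 peaks of GL only, GL×93-11 had 19.8% at scores under 100 and 72.6% at 200 or more. For peaks of both parents these shares were 74.3% and 98.9%.
The hybrid that lacks the parent was modified at fewer of the bins of that parent only, with a small gap for the H3K27me3 bins of 93-11 only and wider gaps for the other 3 sets. GL×TQ, which has no 93-11 genome, was modified at 35.3% (34.2% to 36.4%) of the H3K27me3 bins counted as 93-11 only and at 45.0% (43.8% to 46.1%) of the H3K36me3 bins. GL×93-11 was modified at 36.2% (34.9% to 37.6%) and 45.6% (44.4% to 46.8%) of the bins counted as TQ only for the 2 marks. GL-only bins also differed between the hybrids, though both have GL. For H3K36me3, GL×TQ had 38.4% of the bins of GL and not 93-11, against 48.5% in GL×93-11. The H3K36me3 gap of 93-11 only therefore cannot be assigned to the missing parent. For H3K27me3 GL×TQ was higher at such bins, at 37.0% against 34.4%. GL×93-11 had more of the bins of GL and not TQ for both marks (36.7% against 30.2%, 49.7% against 30.5%), the reverse of TQ only. The third variety often has the same peak, so peaks private to 1 of the 3 parents, with no overlap in either of the others, were also followed, a comparison added after these values were seen. Of the private H3K27me3 peaks with a score of 200 or more, 93-11 had 171, and 60.8% (53.3% to 67.8%) of them overlapped a peak in GL×93-11 but 11.7% (7.70% to 17.4%) in GL×TQ. TQ had 81, with 65.4% (54.6% to 74.9%) found in GL×TQ and 7.41% (3.44% to 15.2%) in GL×93-11. For H3K36me3, 74.3% (63.3% to 82.9%) of the 74 strong 93-11 peaks were in GL×93-11 and 20.3% (12.7% to 30.8%) in GL×TQ, and 66.2% (54.9% to 76.0%) of the 74 strong TQ peaks were in GL×TQ and 8.11% (3.77% to 16.6%) in GL×93-11. At a score of 100 or more, the hybrids with and without the parent had 45.3% against 20.9% (93-11) and 54.4% against 9.85% (TQ) for H3K27me3. For H3K36me3 these were 58.5% against 22.0% and 51.1% against 16.6%. Over peaks of any score they were 27.6% against 19.0% and 41.3% against 10.7% for H3K27me3, and 42.2% against 19.2% and 33.7% against 19.0% for H3K36me3. Private peaks with a score under 100 showed a smaller contrast. For TQ, 34.0% (30.0% to 38.3%) of the H3K27me3 peaks were in GL×TQ and 11.1% (8.65% to 14.2%) in GL×93-11, and 26.0% (22.4% to 30.0%) and 20.1% (16.8% to 23.8%) of the H3K36me3 peaks. For 93-11, 34.1% (30.5% to 37.8%) of the H3K36me3 peaks were in GL×93-11 and 17.7% (15.0% to 20.9%) in GL×TQ. The H3K27me3 peaks of 93-11 showed no contrast, with 17.7% (15.6% to 20.1%) in GL×93-11 and 18.0% (15.9% to 20.3%) in GL×TQ. GL private H3K36me3 peaks, whose parent both hybrids have, differed as well. GL×93-11 and GL×TQ had 31.4% and 12.5% of them at a score under 100, and 44.6% and 22.6% at any score. The H3K36me3 contrasts of 93-11 in these classes cannot be told apart from this difference, while those of TQ run against it. At 200 or more GL peaks were at 82.3% and 60%, a smaller gap than for 93-11.

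**Figure D2:**
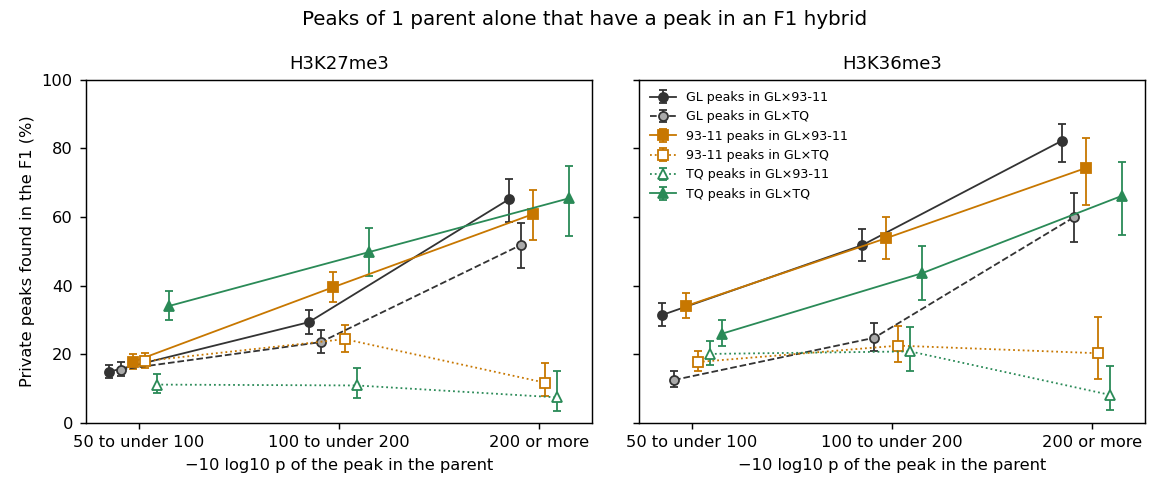
Percent of the peaks private to 1 parent that overlap a peak in an F1 hybrid (vertical axis) by the score of the peak in the parent (horizontal axis), for H3K27me3 (left) and H3K36me3 (right). Filled symbols are hybrids that have the parent, open symbols with dotted lines are hybrids that lack it, the dashed line is GL peaks in GL×TQ, each point is 1 pair of libraries and bars are 95% Wilson intervals; at scores of 200 or more the hybrids with the parent lie between 51.8% and 82.3% and those without it between 7.41% and 20.3%.

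A window of chromosome 7 from 27000001 to 27500000 was picked after the values were seen for its high share of private peaks. For H3K27me3, 93-11 had 10 peaks with 3166 tags there, all private, GL had 1 peak and TQ had 0. GL×93-11 had 6 peaks, 4 of them over peaks of 93-11, and GL×TQ had 0. The other 2 peaks of GL×93-11 held 943 and 940 of its 3141 tags. In a window of chromosome 1 from 13500001 to 14000000, 8 of the 11 H3K27me3 peaks of 93-11 were private. Both hybrids had 10 H3K27me3 peaks there, with 11 in GL and 7 in TQ. As GL is a parent of both hybrids, these counts do not tell whether the private peaks were found in either. H3K36me3 gave 8 to 9 peaks in the chromosome 7 window in each of the 5 genotypes, but not at the same places. No peak of either mark lay beyond 27186905 in GL, 27186886 in TQ or 27186933 in GL×TQ. H3K36me3 peaks reached 27478827 in 93-11 and 27471227 in GL×93-11. Most H3K27me3 peaks of 93-11 lay beyond these points, so the window does not show a difference in H3K27me3 alone.

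**Figure D3:**
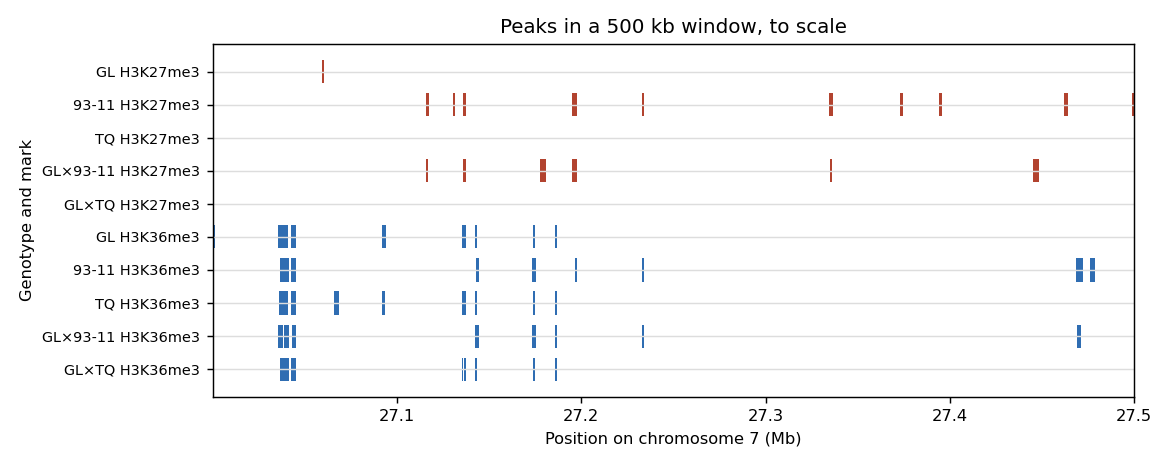
Map of the peaks on chromosome 7 from 27000001 to 27500000, with position in Mb on the horizontal axis and 1 line per genotype and mark. Boxes are peaks drawn to scale, H3K27me3 in red and H3K36me3 in blue. H3K27me3 has 10 peaks in 93-11 and 6 in GL×93-11, against 1 in GL and 0 in TQ and GL×TQ. In GL, TQ and GL×TQ the right part of the window has no peak of either mark.

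The paper gives correlations of epialleles with allelic modification in the F1 hybrids, and the share of epialleles with allele-specific modification there (Figure 2E). From these it infers that epialleles mainly contribute to allele-specific modification. The peak lists carry no allelic reads, so a peak found in the F1 is not assigned to an allele here.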

**Figure 2:**
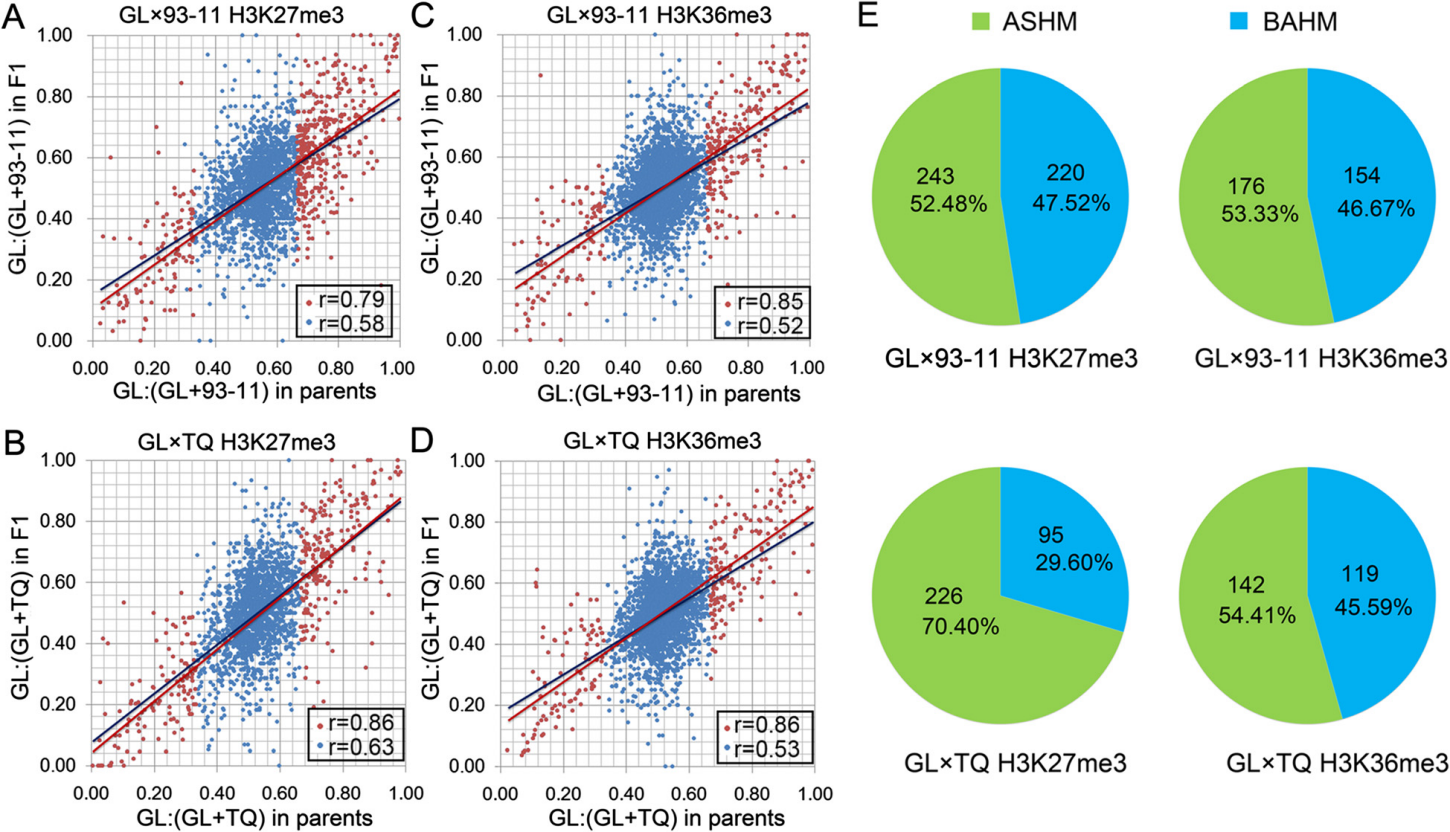
**Correlations between epialleles in the parents and ASHMs in the F1 hybrid. (A** **-D)**, The allelic histone modification difference between the hybrid and parents are presented by the ratio of the GL modification level to the total histone modification level of two alleles in the F1 hybrid or parents. The red spots indicate the genes with a different modification between parents (fold change > 2, FDR < 0.05), and the blue spot represents all of the analyzed genes. **(E)**, The ASHM patterns of the epialleles in the F1 hybrids.

### Inheritance and reprogramming of H3K27me3 and H3K36me3 in F1 hybrids exhibited biological functional diversity

In addition to epiallele inheritance from parents, alternative processes could generate allelic histone modifications resulting from the reprogramming of histone modifications in F1 hybrids [7,8,28]. To investigate the epiallele inheritance and reprogramming of H3K27me3 and H3K36me3 from parents to F1 hybrids, we compared two histone allele-specific modification differences between both of the parents in the F1 hybrids. The results showed that 53.45% (279/522) to 58.91% (324/550) of the allele-specific H3K27me3 genes and 64.37% (318/494) to 66.82% (286/428) of the allele-specific H3K36me3 genes were modified in the F1 hybrids. However, the histone modification levels of these genes did not show differences between the parents (Figure 3). The reprogramming of the ASHM genes occurred in the F1 hybrid. Therefore, we speculate that the inheritance and reprogramming of the ASHM genes could present functional diversity in the F1 hybrids. To confirm this hypothesis, we performed a gene ontology enrichment analysis. These results demonstrate that inherited epialleles with either H3K27me3 or H3K36me3 enrichment were involved in the biological processes of apoptosis and defense response (Figure 4, red portion), whereas the reprogrammed ASHM genes were involved in the regulation of transcription, metabolic processes, oxidation-reduction and proteolysis (Figure 4, blue portion). In addition, the reprogramming of biallelic histone modification (BAHM) or ASHM genes in the F1 hybrids exhibited functional diversity (Figure 4, green portion). Our data indicate clear functional diversity between the inheritance and reprogramming of the ASHM genes in the F1 hybrid, which could help elucidate the regulatory mechanisms of the two types of allelic histone modifications for gene expression profiles.

**Figure 3:**
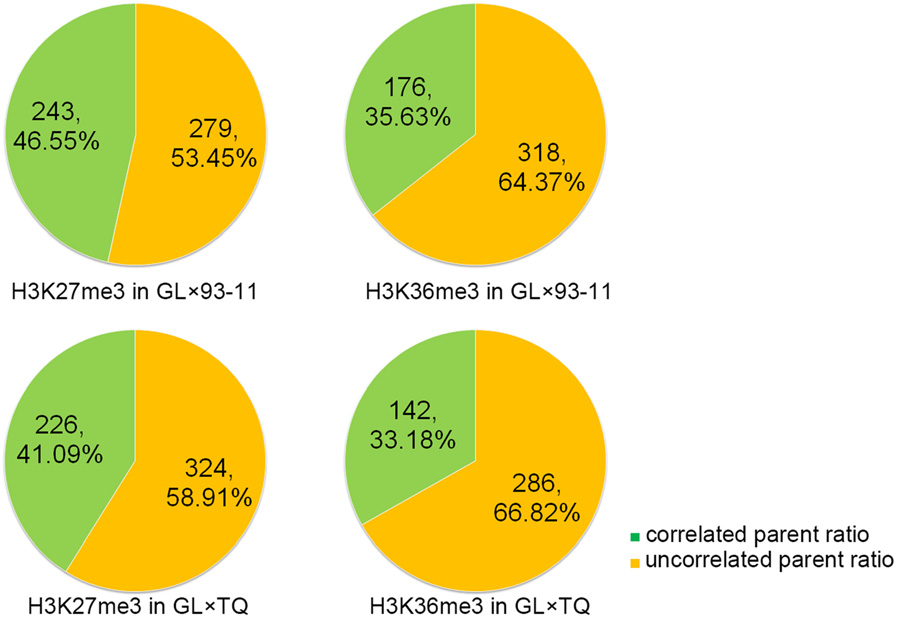
**The parent modification ratio of the ASHM genes.** Orange represents the ASHM genes that exhibited the same histone modification differences between the parents; green represents the ASHM genes with equal histone or uncorrelated modification between the parents.

**Figure 4:**
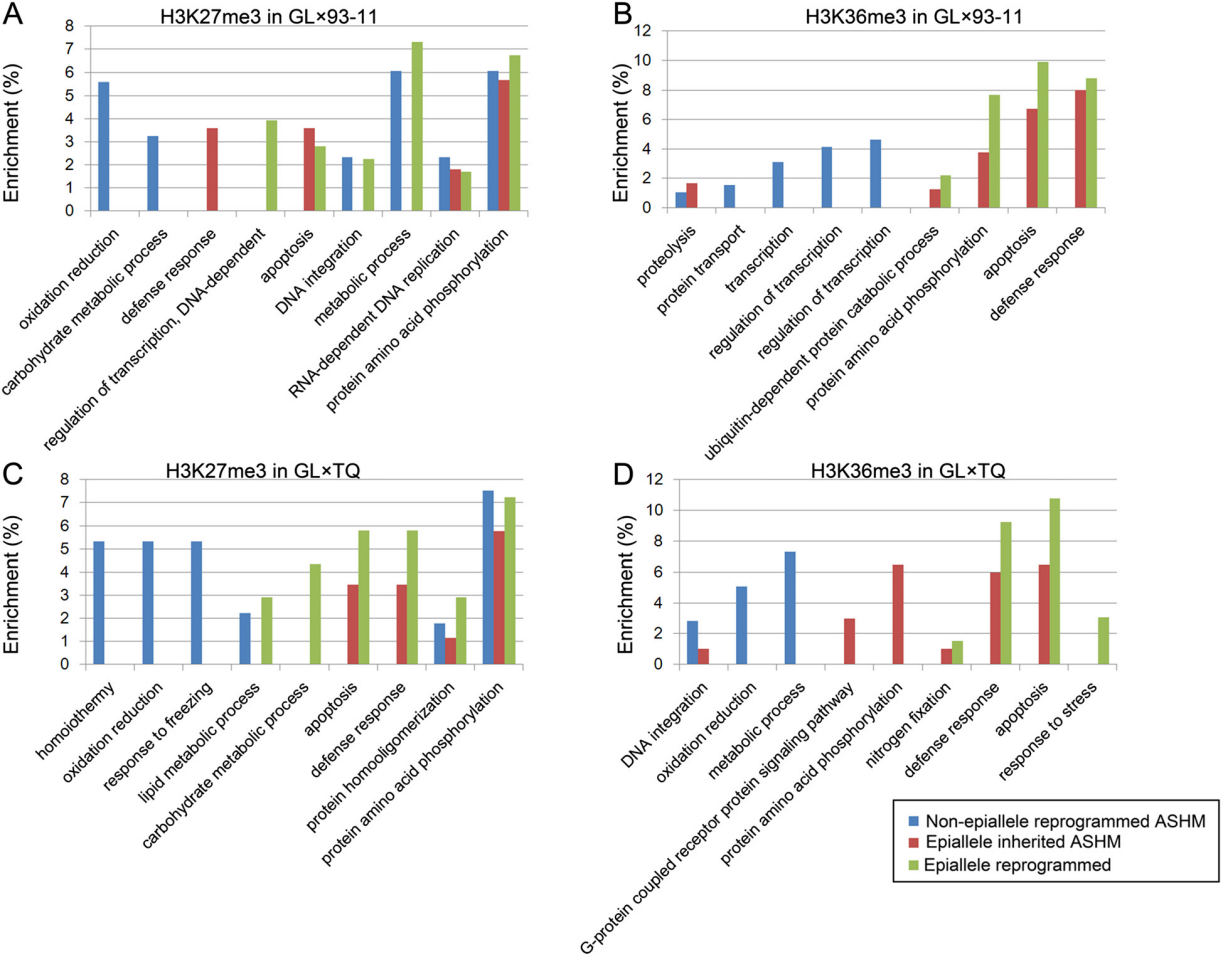
**Gene ontology classification of the genes with different epigenetic inheritance patterns in each F1 hybrid. (A-D)**, Gene ontology classification of H3K27me3 or H3K36me3 modified genes with different epigenetic inheritance patterns in GL × 93-11 or GL × TQ.

### Differentially modified genes between parents and hybrids are attributed to ASHM genes in the F1 hybrids

To determine whether ASHMs contribute to differentially modified genes, we analyzed the RPKM level of the ASHM genes. Of the analyzed genes, 11.09% to 26.13% of the genes were ASHM genes with either H3K27me3 or H3K36me3 modifications (Figure 1). 

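Few of the modified bins of a hybrid were new against both of its parents. In GL×93-11, 1151 of the 22163 H3K27me3 bins (5.19%, 95% interval 4.91% to 5.49%) and 1781 of the 31155 H3K36me3 bins (5.72%, 5.46% to 5.98%) had no peak in GL or 93-11. In GL×TQ the counts were 1770 for H3K27me3 (7.77%, 7.43% to 8.13%) and 1346 for H3K36me3 (4.56%, 4.33% to 4.81%). In the other direction, 1282 H3K27me3 bins (8.27%, 7.85% to 8.72%) of both parents had no peak in GL×93-11, and 1484 (9.03%, 8.60% to 9.48%) had none in GL×TQ. For H3K36me3 these bins numbered 1030 (4.66%, 4.39% to 4.95%) and 1265 (5.34%, 5.06% to 5.64%). By score, the highest H3K27me3 peak found in a hybrid and neither parent lay in GL×TQ on chromosome 5 from 18215795 to 18218355, with 1454 tags, a score of 1088.7, a fold of 3.32 and the nearest parental peak 14833 bp away, and neither 93-11 nor GL×93-11 had a peak over it. A GL×TQ peak on chromosome 12 from 25122948 to 25127194 held more tags, 3029, at a score of 145.02 and a fold of 1.78, but lay 322 bp from a parental peak, and 93-11 had a peak over it. In GL×93-11 an H3K27me3 peak of this kind with 2276 tags and a fold of 2.13 lay on chromosome 2 from 27929642 to 27933745, with no peak in TQ or GL×TQ. These peaks were picked after their values were seen. Of the whole GL×TQ peaks without a parental peak, 336 of 643 for H3K27me3 and 184 of 365 for H3K36me3 overlapped a 93-11 peak. In GL×93-11, 85 of 378 and 139 of 536 overlapped a TQ peak. Most calls of this kind are weak, and with a score of at least 100 required in the hybrid the new H3K27me3 bins numbered 292 in GL×93-11 and 407 in GL×TQ. With that score required in the parents, the H3K27me3 bins of both parents without a peak in the hybrid fell to 165 for GL×93-11 and 310 for GL×TQ. For H3K36me3 the new bins fell to 509 and 365 and the missing ones to 196 and 279.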

To further explore whether ASHM genes could lead to differences in histone modification, we analyzed the differential modification genes of H3K27me3 or H3K36me3 modifications between the F1 hybrid and the parents. We found that 24.07% to 32.95% of the ASHM genes with H3K27me3 or H3K36me3 modifications contributed to 68.53% to 69.59% of the differentially modified genes between the parents and the hybrids (Figure 5) In contrast, only 8.73% to 21.72% of the non-differentially modified genes exhibited ASHM genes (Figure 5E and H). Taken together, our results indicate that ASHMs primarily contribute to differentially modified genes in F1 hybrids.

**Figure 5:**
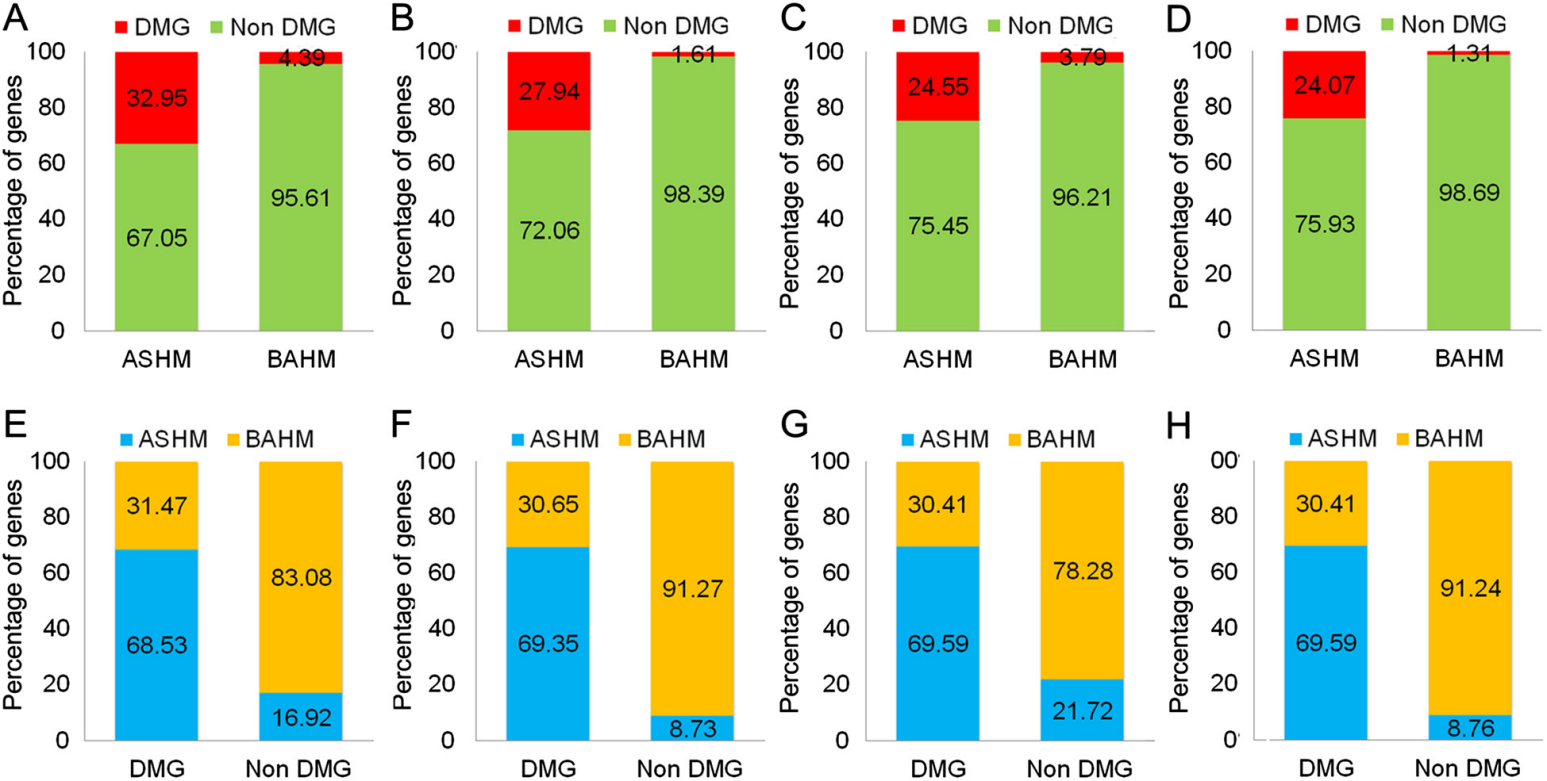
**Relationship between differentially modified genes between hybrids, parents and ASHM in GL × 93-11 and GL × TQ. (A-D)**, The percentage of DMGs and non-DMGs in ASHM and BAHM; **(E-H)**, the percentage of ASHM genes and BAHM genes in DMGs and non-DMGs.

### ASHM-H3K36me3 involved in regulating allelic specific gene expression

Previous studies have demonstrated that ASHMs regulate allele-specific expression (ASE) in mice [25]. To investigate the effect of ASHMs on ASE in rice F1 hybrids, we analyzed the relationship between the expression of allele-specific genes and allele-specific modifications in the two F1 hybrids. The ASE genes that were detected in GL × 93-11 and GL × TQ were used for this study [27]. We found that 436 to 478 of the ASE genes exhibited H3K27me3 modification and that 1787 to 1,973 of the ASE genes exhibited H3K36me3 modification in both of the F1 hybrids. No significant correlation of the allelic H3K27me3 with ASE (r = 0.09, *p* < 0.001, r = 0.20, *p* < 0.001) was detected in either of the F1 hybrids (Figure 6A and B). However, a positive correlation of the allelic H3K36me3 with ASE was detected in both of the F1 hybrids (r = 0.41, *p* < 0.001) (Figure 6C and D). These results indicate that H3K36me3 is involved in the regulation of ASE, whereas H3K27me3 is not. Our data indicate that different histone modifications play different roles in regulating ASE.

**Figure 6:**
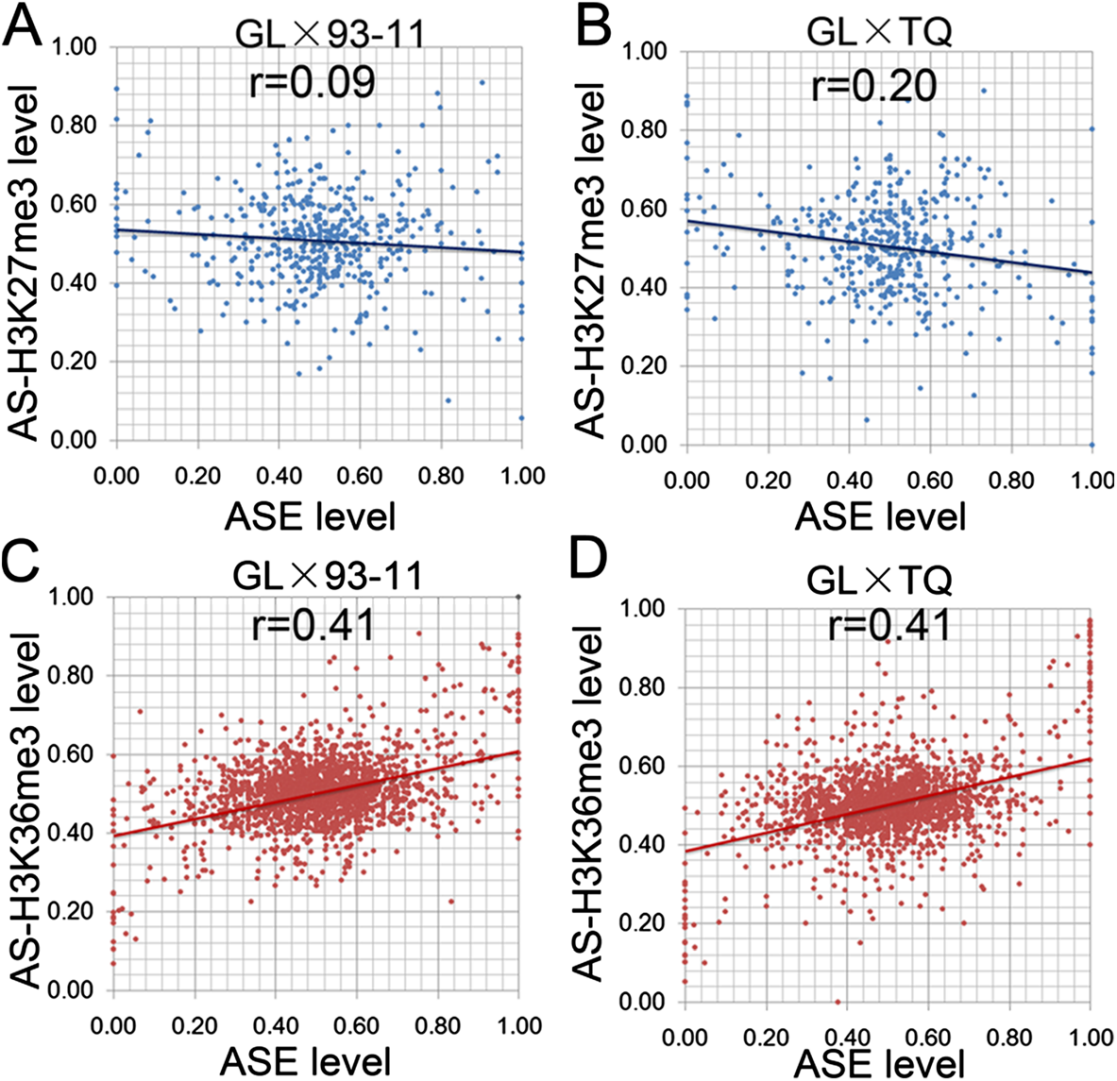
**Correlation of histone modifications and ASHM between the parents and the F1 hybrid. (A and B)**, The correlation between H3K27me3-ASHM (Y axis) and the ASE level (X axis) from the GL alleles in GL × 93-11 and GL × TQ. **(C and D**), The correlation between H3K36me3-ASHM (Y axis) and the ASE level (X axis) from the GL alleles in GL × 93-11 and GL × TQ. The ASE and ASHM levels are presented as the ratio of GL expression or modification level to the total expression or histone modification level of the two alleles in the F1 hybrid, respectively.

Monoallelic expression genes are thought to be extremely important for development [20-22]. However, the roles of epigenetic elements in monoallelic expression genes are not fully understood, especially in higher plants. In previous study, 129 and 143 monoallelic expression genes were identified in GL × 93-11 and GL × TQ, respectively, and no imprinted genes have been found [27]. A total of 65 monoallelic expression genes in GL × 93-11 and 77 monoallelic expression genes with histone modifications in GL × TQ were detected. We found that 30 of 45 (66.67%) monoallelic expression genes exhibited ASHM-H3K36me3, and five of 20 monoallelic expression genes exhibited the H3K27me3 modification in GL × 93-11 (Figure 7A and B, Additional files 5 and 6). The same results were observed in GL × TQ; i.e., 11 (44.00%) of 25 monoallelic expression genes exhibited ASHM-H3K27me3 (Figure 7C, Additional file 7), whereas 43 (82.69%) of 52 monoallelic expression genes exhibited ASHM-H3K36me3 (Figure 7D, Additional file 8). These results indicate that H3K36me3 primarily contributes to monoallelic expression in the rice F1 hybrids.

**Figure 7:**
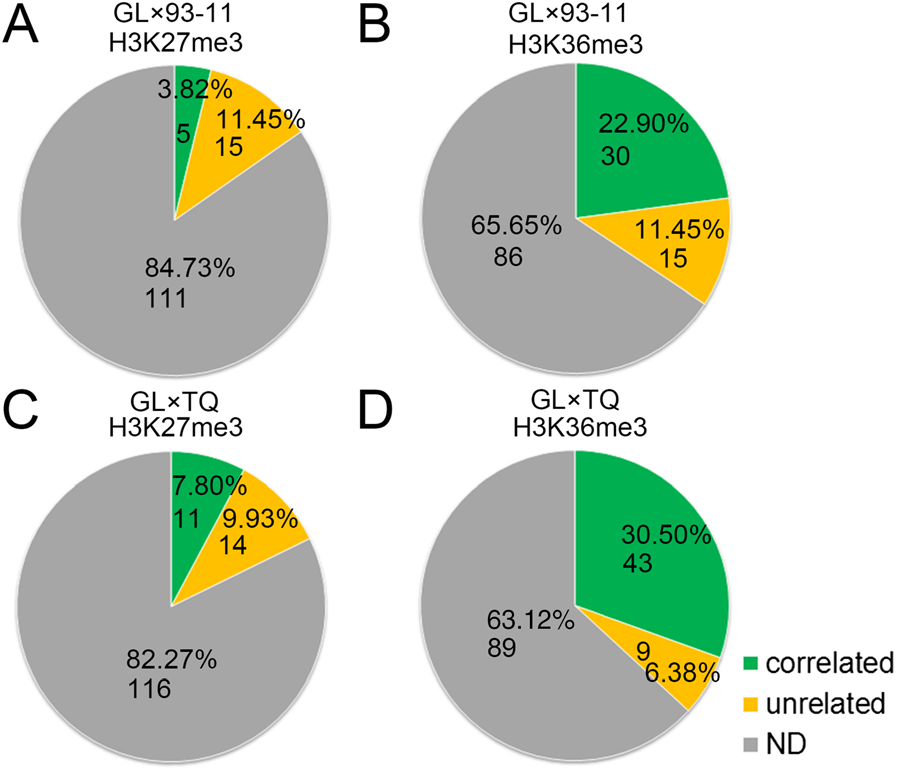
**The ratio of allelic histone modification of monoallelic expression genes in rice F1 hybrids. (A-D)**, The ratio of allelic H3K27me3 or H3K36me3 of monoallelic expression genes in GL × 93-11 or GL × TQ.

## Discussion

Although global epigenetic modifications have been investigated in *japonica*-*indica* hybrids of Nipponbare and 93–11 [11,26], a study focusing on *indica-indica* hybrids in foundation varieties has not been conducted. In this study, we studied global allele-specific epigenetic modifications by performing high-depth ChIP-seq of H3K27me3 and H3K36me3 in two *indica-indica* F1 hybrids, GL/93-11 and GL/TQ. Our epigenome data with two histone modifications demonstrate that ASHMs are widely detected in F1 hybrids. Our data will be helpful in understanding the relationships between allelic histone modifications and ASE in rice F1 hybrids.

More than half of the ASHM genes in the F1 hybrids were equally modified in the parents (Figure 2E), and the epialleles were inherited and reprogrammed in the F1 hybrids. We detected a large number of epialleles, and those that contributed to ASHM caused a large number of differentially modified genes in the F1 hybrids. These results indicate that epialleles play important roles in ASHM and in differentially modified genes. Furthermore, 52.48% to 70.40% of epialleles were inherited by F1 hybrids, and 29.60% to 47.52% of the epialleles were reprogrammed in the F1 hybrids (Figure 2E). More interestingly, the inheritance and reprogramming of epialleles were involved in different biological processes (Figure 4). The reprogramming of the epialleles in the F1 hybrid, derived from genetic polymorphism of SNPs, provided more options to regulate the global gene expression profile in the F1 hybrid. Thus, the reprogramming of histone modifications between alleles in the F1 hybrids may cause superior fitness under various environmental conditions, including biotic and non-biotic stresses, which may contribute to heterosis.

Although histone modifications are generally recognized as epigenetic modifications, not all histone modifications are heritable [29]. However, histone methylation is quite stable compared to other modifications, such as histone phosphorylation and acetylation, during the cell cycle. We found strong correlations between the epialleles and ASHM (Figure 2A and D). The majority of differentially modified genes were derived from ASHM genes (Figure 5E and H). Previous studies have demonstrated that differentially modified genes are closely related to differentially expressed genes [11], which are widely recognized as the basis of heterosis [30]. Our findings of the relationships between ASHM, differentially modified genes and differentially expressed genes in F1 hybrids indicate that the epialleles could provide a genetic basis for heterosis and general combining ability [31]. Therefore, epialleles may be used as criteria for screening hybrids with higher heterosis in hybrid rice breeding programs.

In general, histone methylations that are associated with gene silencing (e.g., H3K27me3) are more stable than are histone methylations that are associated with gene activation (e.g., H3K36me3) [32]. In this study, 22.50% to 26.13% and 11.09% to 11.56% of the analyzed genes exhibited ASHM in H3K27me3 and H3K36me3 modifications, respectively. The proportions of allele-specific H3K27me3 were much greater than were those of allele-specific H3K36me3 in both of the F1 hybrids (Figure 1), although the ASHM gene numbers were approximately equal, indicating that H3K36me3 modification is more effective in ASHM than H3K27me3 modification. Our data indicate that the regulatory effects of H3K36me3 modification on ASE are greater than are those of the H3K27me3 modification, suggesting that different histone modifications may have different roles in the regulation of gene expression in F1 hybrids [31].

Several types of epigenetic modifications are involved in ASE regulation [17,25,33,34]. In mice, ASE or H3K4me3 enrichment (20 genes (21.3%)) are negatively correlated with allele-specific DNA methylation [25]. In *indica-japonica* hybrid rice, only 15 ASE genes (17.6%) have been reported to undergo allele-specific modification [26]. In this study, significant correlations were observed between allelic gene expression and allelic H3K36me3 but not allelic H3K27me3 (Figures 6 and 7). The histone modification frequency within the gene body is higher than that of DNA methylation in rice [11]. In contrast to DNA methylation and H3K27me3 modification, we found that H3K36me3 modification primarily regulates ASE. Our results indicate that ASHM-H3K36me3 mainly contributes to ASE, suggesting that ASHM-H3K36me3 could play a more important role in ASE than ASHM-H3K27me3 modifications.

## Conclusions

The profiles of H3K27me3 and H3K36me3 in two *indica-indica* F1 hybrids were investigated using ChIP-sequencing technology. A total of 522 to 550 allele-specific H3K27me3 genes and 428 to 494 allele-specific H3K36me3 genes were detected in GL × 93-11 and GL × TQ, accounting for 11.09% and 26.13% of the total analyzed genes, respectively. The epialleles between parents were highly related to ASHMs. ASHM genes mainly showed differential modification between parents and hybrids. Our findings indicate that ASHM-H3K36me3, rather than H3K27me3, mainly regulates ASE in hybrid rice.

## Methods

### Plant materials

Three rice *indica* varieties, Guangluai-4 (GL), Yangdao-6 (93–11) and Teqing (TQ), and two F1 hybrids, GL × 93-11 and GL × TQ, were grown in the summer of 2010 in Wuhan. The second fully expanded leaves were harvested at the secondary branch differentiation stage, immediately frozen in liquid nitrogen and stored at −80°C until use. The leaves from triplicate plots were pooled for ChIP.

### ChIP-Seq library generation

Chromatin immunoprecipitation (ChIP) was performed using antibodies against H3K27me3 (Abcam, Cat. #ab6002, Cambridge, MA 02139–1517, USA) and H3K36me3 (Abcam, Cat. #ab9050). DNA was extracted using an equal volume phenol:chloroform:isoamyl alcohol and briefly vortexed; DNA was precipitated with a 2.5-volume of 100% EtOH containing 0.3 M sodium acetate and 2 μl of glycogen (20 mg ml–1) at a pH of 5.2. Specificity of immunoprecipitation was verified by qPCR using the primers derived from *actin* and *copia* genes and the enrichment of immunoprecipitation was confirmed through comparing with input chromatin (Additional files 9 and 10). The resulting ChIP DNA was used to generate Illumina sequencing libraries according to the manufacturer’s protocol: suitable fragments of approximately 200 bp were selected as templates for amplification after incubation at 98°C for 30 s for denaturation, followed by 15 cycles of 98°C for 10 s, 65°C for 30 s, 72°C for 30 s and 72°C for 5 min. The samples were purified using the QIAquick PCR purification kit (Qiagen, Valencia,CA USA) as described in the manufacturer’s protocol. One microliter of the library was loaded on an Agilent Technologies 2100 Bioanalyzer using the Agilent DNA 1000 chip kit (Agilent, part #5067-1504). After verifying the DNA size and purity, the library was sequenced using the Illumina GAIIx platform by BGI in Shenzhen, China.

### Sequencing read alignment

Raw reads were filtered prior to data analysis, including the reads that contained only adaptor sequences, reads with more than 10% unknown bases and reads with more than half of the bases with a quality score of less than 5.0. After obtaining the clean reads, SOAP2 was used to map the reads to reference genome sequences from Nipponbare (http://www.gramene.org/) [35]. Only two mismatches were allowed in the alignment. 

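The number of H3K27me3 peaks was 9639 in GL, 9054 in 93-11, 8385 in TQ, 8392 in GL×93-11 and 8621 in GL×TQ. H3K36me3 gave more peaks in each of the 5 genotypes, with 9738 in GL, 9714 in 93-11, 9870 in TQ, 10136 in GL×93-11 and 9505 in GL×TQ. H3K36me3 peaks were also longer, with a median length of 2568 to 2638.5 bp per library against 1859 to 1899 bp for H3K27me3. They covered 23.8 to 25.1 Mb of the genome per library, and H3K27me3 peaks covered 16.9 to 19.7 Mb. The median fold enrichment given by the authors was 3.03 to 3.25 for H3K27me3 and 2.87 to 2.98 for H3K36me3. The lowest score of each list was about 50, where the p-value threshold falls, and 61.4% to 75.2% of the peaks of a list had a score of 100 or more. The longest peak of any list was 4532 bp and the lists hold 118 to 184 gaps of under 500 bp between neighbouring peaks, so a broad domain can stand as several peaks.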

Peak calling analysis was performed using Model-based Analysis of ChIP-Seq (MACS) software 1.4.0 (http://liulab.dfci.harvard.edu/MACS/00README.html) with default parameters (bandwidth, 300 bp; mfold, 32; *p*-value of 1.00e-05) to call peaks that represent enriched histone modifications [36] (Additional file 11). The number of reads per kilobase per million reads (RPKM) method was used to calculate the modification levels of unique genes (BGI, Shenzhen, China). We normalized the ChIP read counts by computing the number of RPKMs in the gene body region based on the gene body-specific distribution of both H3K27me3 and H3K36me3 as previously described [11,12,37]. The *P*-values and the FDRs of differentially histone modified genes were calculated as described [38]. The allele-specific histone methylation (ASHM) in the F1 hybrids was distinguished based on SNPs.

### Determination of ASHM

The ASHM genes were determined based on the reads in the gene body region. Briefly, more than nine reads in the gene body region were calculated as described by Song et al. [27]. The ASHMs that were derived from the paternal or maternal alleles were calculated by dividing the reads of each allele by the total number of reads. Three types of ASHMs were categorized: i.e. when only one allele of a gene was detected as modified, the gene was categorized as a monoallelic modified gene; when the modification level of an allele was 2-fold greater than that of another allele, the gene was categorized as an allele-specific histone modification; and when the modification level of an allele was biased to one parent by less than 2-fold, the gene was categorized as a biallelic histone-modified gene.

### GO and statistical analyses

GO analysis was performed using the open-source Rice Oligonucleotide Array Database (ROAD) (http://www.ricearray.org/analysis/go_enrichment.shtml) [39]. The *t*-test and correlation analysis were conducted using Microsoft Office Excel 2010.

## Availability of supporting data

The ChIP-seq reported in this paper has been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession no. GSE66537).

The ASHM and RPKM data has been deposited in the LabArchives, https://mynotebook.labarchives.com/ (DOI: 10.6070/H4JW8BVR).

## Additional files

Additional file 1:
**Illumina sequencing of DNA from the chromatin immunoprecipitation (ChIP-seq) of H3K27me3. **
Additional file 2:
**Illumina sequencing of DNA from the chromatin immunoprecipitation (ChIP-seq) of H3K36me3.**
Additional file 3:
**Read number of each allele in F1.**
Additional file 4:
**Distribution of H3K27me3 and H3K36me3 modification levels within the gene region.**
Additional file 5:
**Allele-specific H3K27me3 modification of monoallelic expression genes in GL × 93-11.**
Additional file 6:
**Allele-specific H3K36me3 modification of monoallelic expression genes in GL × 93-11.**
Additional file 7:
**Allele-specific H3K27me3 modification of monoallelic expression genes in GL × TQ.**
Additional file 8:
**Allele-specific H3K36me3 modification of monoallelic expression genes in GL × TQ.**
Additional file 9:
**Specificity and enrichment of H3K27me3 ChIP.**
Additional file 10:
**Specificity and enrichment of H3K36me3 ChIP.**
Additional file 11:
**Peaks number of H3K27me3 and H3K36me3.**

## Abbreviations

ASHM: Aallele-specific histone modification
ASE: Allele-specific gene expression
BAHM: Biallelic histone modification
ChIP-seq: Chromatin immunoprecipitation followed by next-generation sequencing
DMGs: Differentially modified genes between parents and hybrid
FDR: False discovery rate
H3K27me3: Trimethylation on histone H3 lysine 27
H3K36me3: Trimethylation histone H3 lysine 36
RPKM: Reads per kilobase per million reads

# Supplementary material for: Global epigenomic analysis indicates that Epialleles contribute to Allele-specific expression via Allele-specific histone modifications in hybrid rice
**Source:** BMC Genomics. 2015 Mar 24;16(1):232. doi: 10.1186/s12864-015-1454-z
**Supplement:** Additional file 1: — Illumina sequencing of DNA from the chromatin immunoprecipitation (ChIP-seq) of H3K27me3.

Additional file 1. The Illumina sequencing of DNA from chromatin immunoprecipitation (ChIP-seq) of H3K27me3

|  | clean reads number | Unique mapped reads | Unique mapped rates |
| --- | --- | --- | --- |
| GL | 60,751,176 | 42,235,944 | 69.52% |
| GL×93-11 | 61,042,282 | 43,755,981 | 71.68% |
| GL×TQ | 58,658,906 | 42,531,652 | 72.51% |
| 93-11 | 58,093,668 | 42,879,270 | 73.81% |
| TQ | 50,639,787 | 36,356,272 | 71.79% |

# Supplementary material for: Global epigenomic analysis indicates that Epialleles contribute to Allele-specific expression via Allele-specific histone modifications in hybrid rice
**Source:** BMC Genomics. 2015 Mar 24;16(1):232. doi: 10.1186/s12864-015-1454-z
**Supplement:** Additional file 2: — Illumina sequencing of DNA from the chromatin immunoprecipitation (ChIP-seq) of H3K36me3.

Additional file 2. The Illumina sequencing of DNA from chromatin immunoprecipitation (ChIP-seq) of H3K36me3

|  | clean reads number | Unique mapped reads | Unique mapped rates |
| --- | --- | --- | --- |
| GL | 62,173,975 | 47,720,307 | 76.75% |
| GL×93-11 | 56,887,926 | 43,411,168 | 76.31% |
| GL×TQ | 58,349,263 | 44,982,237 | 77.09% |
| 93-11 | 48,917,838 | 37,305,130 | 76.26% |
| TQ | 64,097,715 | 49,819,855 | 77.72% |

# Supplementary material for: Global epigenomic analysis indicates that Epialleles contribute to Allele-specific expression via Allele-specific histone modifications in hybrid rice
**Source:** BMC Genomics. 2015 Mar 24;16(1):232. doi: 10.1186/s12864-015-1454-z
**Supplement:** Additional file 3: — Read number of each allele in F1.

Additional file 3. Reads number of each allele in F1

|  | GL×93-11 | | GL×TQ | |
| --- | --- | --- | --- | --- |
|  | GL allele | 93-11 allele | GL allele | TQ allele |
| H3K36me3 reads number | 1，071，381 | 1，041，100 | 1，036，821 | 1，022，242 |
| H3K27me3 reads number | 1，542，303 | 1，441，134 | 1，436，238 | 1，405，011 |

# Supplementary material for: Global epigenomic analysis indicates that Epialleles contribute to Allele-specific expression via Allele-specific histone modifications in hybrid rice
**Source:** BMC Genomics. 2015 Mar 24;16(1):232. doi: 10.1186/s12864-015-1454-z
**Supplement:** Additional file 5: — Allele-specific H3K27me3 modification of monoallelic expression genes in GL × 93-11.

Additional file 5. Allele-specific H3K27me3 modification of mono-allelic expression genes in GL×93-11

| Gene | ASE level of GL allele | allelic H3K27me3 level of GL allele |
| --- | --- | --- |
| LOC_Os01g33960 | 0.00 | 0.52 |
| LOC_Os01g42330 | 0.00 | 0.39 |
| LOC_Os04g41000 | 0.00 | 0.56 |
| LOC_Os04g52590 | 0.00 | 0.64 |
| LOC_Os06g39090 | 0.00 | 0.59 |
| LOC_Os07g04480 | 0.00 | 0.82 |
| LOC_Os07g10940 | 0.00 | 0.54 |
| LOC_Os08g10250 | 0.00 | 0.65 |
| LOC_Os08g21879 | 0.00 | 0.48 |
| LOC_Os11g15450 | 0.00 | 0.89 |
| LOC_Os11g29090 | 0.00 | 0.62 |
| LOC_Os11g40009 | 0.00 | 0.53 |
| LOC_Os02g05530 | 1.00 | 0.46 |
| LOC_Os07g45560 | 1.00 | 0.34 |
| LOC_Os10g04730 | 1.00 | 0.40 |
| LOC_Os10g24000 | 1.00 | 0.06 |
| LOC_Os11g41210 | 1.00 | 0.33 |
| LOC_Os11g41540 | 1.00 | 0.50 |
| LOC_Os11g45190 | 1.00 | 0.26 |
| LOC_Os12g24800 | 1.00 | 0.48 |

# Supplementary material for: Global epigenomic analysis indicates that Epialleles contribute to Allele-specific expression via Allele-specific histone modifications in hybrid rice
**Source:** BMC Genomics. 2015 Mar 24;16(1):232. doi: 10.1186/s12864-015-1454-z
**Supplement:** Additional file 6: — Allele-specific H3K36me3 modification of monoallelic expression genes in GL × 93-11.

Additional file 6. Allele-specific H3K36me3 modification of mono-allelic expression genes in GL×93-11

| Gene | ASE level | allelic H3K36me3 level |
| --- | --- | --- |
| LOC_Os01g09320 | 0.00 | 0.48 |
| LOC_Os01g20880 | 0.00 | 0.32 |
| LOC_Os01g33960 | 0.00 | 0.59 |
| LOC_Os03g32330 | 0.00 | 0.10 |
| LOC_Os04g41000 | 0.00 | 0.25 |
| LOC_Os04g52590 | 0.00 | 0.46 |
| LOC_Os06g38680 | 0.00 | 0.40 |
| LOC_Os06g39090 | 0.00 | 0.44 |
| LOC_Os07g04480 | 0.00 | 0.37 |
| LOC_Os07g04490 | 0.00 | 0.07 |
| LOC_Os07g30980 | 0.00 | 0.42 |
| LOC_Os08g14860 | 0.00 | 0.12 |
| LOC_Os08g18079 | 0.00 | 0.46 |
| LOC_Os08g21879 | 0.00 | 0.17 |
| LOC_Os08g27580 | 0.00 | 0.19 |
| LOC_Os10g04750 | 0.00 | 0.20 |
| LOC_Os11g44990 | 0.00 | 0.18 |
| LOC_Os12g20410 | 0.00 | 0.25 |
| LOC_Os01g14790 | 1.00 | 0.49 |
| LOC_Os01g32439 | 1.00 | 0.73 |
| LOC_Os01g55090 | 1.00 | 0.83 |
| LOC_Os01g56850 | 1.00 | 0.59 |
| LOC_Os02g05530 | 1.00 | 0.60 |
| LOC_Os02g31230 | 1.00 | 0.84 |
| LOC_Os03g01420 | 1.00 | 0.82 |
| LOC_Os04g22950 | 1.00 | 0.76 |
| LOC_Os04g23040 | 1.00 | 0.88 |
| LOC_Os04g23140 | 1.00 | 0.90 |
| LOC_Os04g30180 | 1.00 | 0.75 |
| LOC_Os04g38060 | 1.00 | 0.51 |
| LOC_Os05g08900 | 1.00 | 0.39 |
| LOC_Os06g42650 | 1.00 | 0.69 |
| LOC_Os07g01900 | 1.00 | 0.68 |
| LOC_Os07g45560 | 1.00 | 0.71 |
| LOC_Os08g14880 | 1.00 | 0.73 |
| LOC_Os08g41630 | 1.00 | 0.54 |
| LOC_Os10g03669 | 1.00 | 1.00 |
| LOC_Os10g04342 | 1.00 | 0.40 |
| LOC_Os10g15240 | 1.00 | 0.76 |
| LOC_Os11g27799 | 1.00 | 0.81 |
| LOC_Os11g39310 | 1.00 | 0.91 |
| LOC_Os11g41540 | 1.00 | 0.71 |
| LOC_Os12g13295 | 1.00 | 0.88 |
| LOC_Os12g22010 | 1.00 | 0.69 |
| LOC_Os12g24800 | 1.00 | 0.81 |

# Supplementary material for: Global epigenomic analysis indicates that Epialleles contribute to Allele-specific expression via Allele-specific histone modifications in hybrid rice
**Source:** BMC Genomics. 2015 Mar 24;16(1):232. doi: 10.1186/s12864-015-1454-z
**Supplement:** Additional file 7: — Allele-specific H3K27me3 modification of monoallelic expression genes in GL × TQ.

Additional file 7. Allele-specific H3K27me3 modification of mono-allelic expression genes in GL×TQ

| Gene | ASE level of GL allele | allelic H3K27me3 level of GL allele |
| --- | --- | --- |
| LOC_Os04g23360 | 0.00 | 0.34 |
| LOC_Os04g52590 | 0.00 | 0.38 |
| LOC_Os05g13420 | 0.00 | 0.38 |
| LOC_Os05g43910 | 0.00 | 0.46 |
| LOC_Os05g48790 | 0.00 | 0.73 |
| LOC_Os07g04480 | 0.00 | 0.89 |
| LOC_Os07g10940 | 0.00 | 0.54 |
| LOC_Os09g19390 | 0.00 | 0.77 |
| LOC_Os10g25180 | 0.00 | 0.64 |
| LOC_Os11g01990 | 0.00 | 0.86 |
| LOC_Os11g40009 | 0.00 | 0.60 |
| LOC_Os11g47140 | 0.00 | 0.63 |
| LOC_Os12g36030 | 0.00 | 0.87 |
| LOC_Os01g10700 | 1.00 | 0.34 |
| LOC_Os03g13690 | 1.00 | 0.31 |
| LOC_Os03g57560 | 1.00 | 0.57 |
| LOC_Os04g30030 | 1.00 | 0.38 |
| LOC_Os07g19210 | 1.00 | 0.32 |
| LOC_Os08g01520 | 1.00 | 0.41 |
| LOC_Os09g19229 | 1.00 | 0.80 |
| LOC_Os10g24000 | 1.00 | 0.00 |
| LOC_Os10g24050 | 1.00 | 0.25 |
| LOC_Os11g41210 | 1.00 | 0.18 |
| LOC_Os11g45190 | 1.00 | 0.23 |
| LOC_Os11g45990 | 1.00 | 0.37 |

# Supplementary material for: Global epigenomic analysis indicates that Epialleles contribute to Allele-specific expression via Allele-specific histone modifications in hybrid rice
**Source:** BMC Genomics. 2015 Mar 24;16(1):232. doi: 10.1186/s12864-015-1454-z
**Supplement:** Additional file 8: — Allele-specific H3K36me3 modification of monoallelic expression genes in GL × TQ.

Additional file 8. Allele-specific H3K36me3 modification of mono-allelic expression genes in GL×TQ

# Supplementary material for: Global epigenomic analysis indicates that Epialleles contribute to Allele-specific expression via Allele-specific histone modifications in hybrid rice
**Source:** BMC Genomics. 2015 Mar 24;16(1):232. doi: 10.1186/s12864-015-1454-z
**Supplement:** Additional file 9: — Specificity and enrichment of H3K27me3 ChIP.

Additional file 9 Specificity and enrichment of H3K27me3 ChIP

| H3K27me3 ChIP | △Ct | enrichment | primer |
| --- | --- | --- | --- |
| GL | 3.91 | 15 | CQ-6 |
| GL×93-11 | 2.81 | 7 | CQ-6 |
| GL×TQ | 3.93 | 15.2 | CQ-6 |
| 93-11 | 4.16 | 17.9 | CQ-6 |
| TQ | 3.64 | 12.4 | CQ-6 |

Primer CQ-6 was used to detect the enrichment H3K27me3 IP by BGI. 

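Additional file 9 reports a quantitative PCR check of the H3K27me3 immunoprecipitations. The number of amplification cycles by which the precipitated and input chromatin differ is given as ΔCt, and the enrichment is 2 raised to that number, since the product doubles in each cycle. Recomputed from the paper's ΔCt of 3.91 in GL, the enrichment is 15.0, and from the paper's 2.81 in GL×93-11 it is 7.01, the lowest of the 5 genotypes. From the paper's ΔCt of 4.16 in 93-11 it is 17.9, the highest. The table gives 1 value per genotype with no error. The number of H3K27me3 peaks follows this order only in part. GL×93-11 and TQ, with a recomputed enrichment of 12.5 in TQ, have the fewest peaks, 8392 and 8385. GL has the most, 9639, while 93-11 has 9054.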

No enrichment was detected using actin primer (actinF 5'- CGTGGGTGGGACTGAGAAGC -3', actinR 5'- TGGCGAGGTTGGTAGGTAGGTTAC -3' ).

# Supplementary material for: Global epigenomic analysis indicates that Epialleles contribute to Allele-specific expression via Allele-specific histone modifications in hybrid rice
**Source:** BMC Genomics. 2015 Mar 24;16(1):232. doi: 10.1186/s12864-015-1454-z
**Supplement:** Additional file 10: — Specificity and enrichment of H3K36me3 ChIP.

Additional file 10 Specificity and enrichment of H3K36me3 ChIP

| H3K36me3 ChIP | △Ct | enrichment | primer |
| --- | --- | --- | --- |
| GL | 2.52 | 5.7 | actin |
| GL×93-11 | 2.32 | 5 | actin |
| GL×TQ | 2.47 | 5.5 | actin |
| 93-11 | 2.21 | 4.6 | actin |
| TQ | 2.64 | 6.2 | actin |

Primer actin was used to detect the enrichment H3K27me3 IP by BGI. 

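Additional file 10 gives the same kind of check for the H3K36me3 immunoprecipitations, with actin, a gene transcribed in nearly all cells, as the target, and copia, a family of retrotransposons, as the target without enrichment. The paper's ΔCt runs from 2.21 in 93-11 to 2.64 in TQ, which corresponds to recomputed enrichments of 4.63 and 6.23. The remaining genotypes lie between these, at 5.74 in GL, 4.99 in GL×93-11 and 5.54 in GL×TQ. The table title names H3K36me3, while the note below it names H3K27me3.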

No enrichment was detected using copia primer (copiaF, 5'- TGGCAACAAAAGAGTTCGACG -3', copiaR, 5'- TCCCCATCATTGGGTTCCTC -3').

# Supplementary material for: Global epigenomic analysis indicates that Epialleles contribute to Allele-specific expression via Allele-specific histone modifications in hybrid rice
**Source:** BMC Genomics. 2015 Mar 24;16(1):232. doi: 10.1186/s12864-015-1454-z
**Supplement:** Additional file 11: — Peaks number of H3K27me3 and H3K36me3.

Additional file 11. Peaks number of H3K27me3 and H3K36me3

|  | H3K27me3 Peak number | H3K36me3 Peak number |
| --- | --- | --- |
| GL | 9,639 | 9,738 |
| GL×93-11 | 8,392 | 10,136 |
| GL×TQ | 8,621 | 9,505 |
| 93-11 | 9,054 | 9,714 |
| TQ | 8,385 | 9,870 |

How the deposited data were processed for this re-analysis (not part of the article)

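Leaf chromatin of the inbred varieties GL, 93-11 and TQ, and of GL×TQ and GL×93-11 as hybrids of the first generation, was precipitated with antibodies against H3K27me3 and H3K36me3, with leaves of 3 plots pooled per genotype, which gives 10 libraries and no replicates. The authors filtered the reads, mapped them with SOAP2 to the Nipponbare genome from Gramene, whose version is not given in the sources used here, and called peaks in each library with MACS. The paper's text on peak calling does not name an input control for it. The deposited lists give the tag count of each peak, a score of 10 times the negative log10 of the MACS p-value, and a fold enrichment ratio, all as the authors' software wrote them. Scores and fold values were used to describe, rank or filter the peaks of a list, and the share of peaks with a score of 100 or more and the median fold were compared between lists only to look for libraries set apart. The column of the score has lost its heading in the deposited lists, and it was read as this score because its lowest value, about 50 in each list, is where the threshold falls.

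Library totals were the unique mapped reads of the paper's Additional files 1 and 2. Levels are tags per kb of peak divided by these reads. No gene annotation of the build was used, so 1 kb bins took the place of genes, as set before the data were examined, with 372031 bins over 12 chromosomes. A bin was modified when peaks covered 20% or more of it, and in 1 parent only when the other parent had 0 bp of peak in it. Peaks overlap when they share at least 1 bp. Tags of a peak were shared out evenly over its length, and parents were compared by a ratio limit of 2. With 1 library per genotype and mark there is no test and no p-value; shares carry 95% Wilson intervals and tags 95% Poisson intervals, both for counting error only, and bins and peaks are not replicates.

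The regions named for the parents were taken by a rule set before the data were examined and written for genes. It was applied to peaks, since genes could not be placed: for each mark, pair of parents and side, the 5 peaks with most tags per kb among those of 1 parent only with a score of 100 or more and at least 20% of their length under peaks of the F1. The rule favours wide peaks in places of high background, as it ranks by tags and not by fold. It gave 40 entries for 38 regions by exact coordinates, since 2 H3K36me3 regions of GL stand in both pairs, and 32 of the regions have a peak in the parent outside the pair. Peaks of 93-11 and of TQ at nearly the same position, on chromosomes 12, 5, 10 and 1, count as separate regions, so there are fewer distinct places. The comparisons of private peaks, score classes, windows of 500 kb with at least 10 peaks, whole peaks in place of bins and shifts of peaks along the chromosomes, 100 per comparison, were added after values had been seen, and other groupings were looked at in the same exploration.

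The measures were tested on simulated data: from the 9639 H3K27me3 peaks of GL with a simulated second parent and F1, all 2918 peaks of the first parent only were recovered, and 61.2% of them were found in the F1, the share they were made with. The second parent and F1 were made by dropping peaks from the GL list, with no calling threshold and no lower signal. The simulation therefore tests the counting only, not how often real peaks are missed. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used. Alternatives covered the threshold of the peaks, the cover of a bin, the number of peaks per list and the library total. Allele-specific reads, apart from the totals and levels printed in the additional files, and expression, gene ontology, gene lists, the distribution over gene bodies and the qPCR target sites were not analysed here.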

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

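All tests of explanations below were chosen after the results were seen, apart from the test of the length of the GL list.

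Among 18 sets of values, each of 1 measure over 5 libraries, 3 had a library set apart from the others. Chance would set apart about 1 in 20 independent groups of like libraries. The measures here are related and share libraries of different genotypes, so that rate is no yardstick for the 3. The TQ H3K27me3 library had the fewest unique mapped reads by the paper's count, 36356272. The GL H3K27me3 list had the highest share of peaks with a score of 100 or more, 67.5%. The share of H3K36me3 peaks that overlap an H3K27me3 peak was highest in GL, at 8.71%.

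Peaks private to 1 parent were missed in the F1 more often than peaks of all 3 parents. Low scores in the parent are argued against as the whole cause. Private peaks with a score of 200 or more were found in their own F1 at 51.8% to 82.3% over 8 sets of parent, mark and F1, against at least 99.1% for peaks of all 3 parents. Strong calls that do not repeat between libraries cannot be weighed this way. Peaks of all 3 parents were chosen as called in 3 libraries, private peaks as missing from 2, and no parent has a replicate. A mark on 1 of the 2 alleles would lower the F1 signal, and where the F1 had the peak, the ratio of F1 to parent level was 0.754 to 0.861 of that at peaks of all 3 parents. In the F1 hybrids without the parent the quotient was 0.943, 0.976 and 0.983 in 3 of 4 sets and 0.778 in the other. The values of 0.778 and 0.976, for TQ peaks of H3K36me3 and H3K27me3, each rest on only 6 peaks found. At a score of 100 or more, with 27 to 130 peaks found, it was 0.931 to 0.984 without the parent and 0.853 to 0.930 in the same 4 sets with it. The order goes with a mark on 1 allele, but a partial loss of the mark in the F1 would lower the quotient as well, and at a score of 200 or more a control set of 6 peaks goes against it, so the explanations cannot be told apart. Loss of the mark on the parental allele in the F1 stays open and was not tested.

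GL private peaks with a score of 100 or more were found less often in GL×TQ than in GL×93-11, at 34.7% (31.0% to 38.5%) against 60.4% (56.5% to 64.1%) for H3K36me3 and 30.6% (27.6% to 33.7%) against 38.3% (35.1% to 41.5%) for H3K27me3. Shorter GL×TQ lists are argued against as the whole cause for H3K36me3, since the gap was 20.9 percentage points with the same number of peaks. A poorer GL×TQ library cannot be excluded. It had the lowest share of reads in peaks (13.4%) and the lowest median level (5.30) of the 5 H3K36me3 libraries. It also held 33.7% (30.3% to 37.2%) of the private TQ peaks of any score, against 42.2% (39.2% to 45.4%) of those of 93-11 in GL×93-11. Peaks of all 3 parents can lie on both alleles, so they do not show how well peaks of 1 allele are found. GL peaks shared by all 3 parents with a score of 50 to under 100 were found at 89.8% (87.9% to 91.4%) in GL×TQ and 86.7% (84.7% to 88.6%) in GL×93-11. At a score of 100 or more, where nearly all of these are found, GL×TQ was lower, at 98.33% (97.97% to 98.63%) against 98.73% (98.41% to 98.98%). Segments of a few chromosomes without the GL allele are argued against for H3K36me3 as well, as its share was lower in GL×TQ on 12 of 12 chromosomes. For H3K27me3 it was lower on 10 of 12, with 31 peaks found in GL×TQ against 27 in GL×93-11 on chromosome 4 and 31 against 30 on chromosome 10. More TQ than GL genome in the GL×TQ plants is argued against as the whole cause, since in the allelic reads of Additional file 3 the GL allele has 50.35% (50.29% to 50.42%) for H3K36me3 and 50.55% (50.49% to 50.61%) for H3K27me3, more than that of the TQ allele for both, though below the 50.72% and 51.70% in GL×93-11. An effect of the TQ genome on GL alleles stays open and was not tested.

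H3K36me3 peaks carried H3K27me3 more often in GL than in the other 4 genotypes, which ranged from 5.57% to 6.45%. The longer H3K27me3 list of GL is argued against as the whole cause, since with the same number of peaks the GL share was 7.57% (7.06% to 8.12%) and the next, GL×93-11, 6.43% (5.95% to 6.94%). DNA that GL carries and 93-11 lacks is argued against as the whole cause too, because 2.47% (2.14% to 2.85%) of the H3K36me3 peaks shared with 93-11 had an H3K27me3 peak of GL only, against 1.29% (1.06% to 1.57%) for 93-11 only. H3K36me3 chromatin in the GL H3K27me3 library cannot be told apart from a difference of the variety, as 7.30% (5.85% to 9.08%) of the 1000 strongest H3K36me3 peaks of GL had H3K27me3, with 6.10% to 7.00% in the others. A difference between the varieties stays open and was not tested.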

How the results depend on the processing

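Of 303 values recomputed under an alternative, 144 stayed within 1.5 times a count or inside the 95% interval of a share and 159 moved further. The alternatives were set before the data were examined, except whole peaks in place of bins, every alternative for private peaks and calls in either direction in the paper's tables, which were chosen after the values were seen. With 1 library per genotype and mark, and without SNP reads, depth limits what can be said of weak peaks. No paired analysis was possible because each genotype has 1 library per mark, and none of the values recomputed here has a p-value. Gene body distribution, gene lists, the peaks at monoallelic expression genes and the qPCR target sites were not run, since no annotation or genome of the build of the files was used. The cause of the moves was not tested, apart from counts that fall because a stricter rule keeps fewer peaks.

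The number of modified bins and of bins of 1 parent only stayed within 1.5 times under the other cover rules and with the same number of peaks in each list. A score of at least 100 left these numbers of peaks: for H3K27me3 5675 (93-11), 5236 (TQ), 5154 (GL×93-11) and 5395 (GL×TQ). Peaks at or above the median fold of a list numbered, for H3K27me3 4849 (GL), 4564 (93-11), 4216 (TQ), 4202 (GL×93-11) and 4331 (GL×TQ), and for H3K36me3 4886 (GL), 4858 (93-11), 4952 (TQ), 5088 (GL×93-11) and 4786 (GL×TQ). Modified bins at a score of at least 100 numbered, for H3K27me3 15394 (93-11), 14217 (TQ), 14059 (GL×93-11) and 14743 (GL×TQ). Bins with both marks numbered 974 (GL), 571 (93-11), 613 (TQ), 722 (GL×93-11) and 575 (GL×TQ) at 50% cover, and 856 (GL), 474 (93-11), 513 (TQ), 586 (GL×93-11) and 510 (GL×TQ) at a score of at least 100.

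Bins of 1 parent only, at a score of at least 100 in that parent, numbered, for H3K27me3 5060 (GL not 93-11), 3532 (93-11 not GL), 3840 (GL not TQ), 2142 (TQ not GL), 3077 (93-11 not TQ) and 2391 (TQ not 93-11), and for H3K36me3 3949 (GL not 93-11), 3277 (93-11 not GL), 2895 (GL not TQ), 3019 (TQ not GL), 1774 (93-11 not TQ) and 1937 (TQ not 93-11). Counted as whole peaks they numbered, for H3K27me3 3351 (GL not 93-11), 2756 (93-11 not GL), 3035 (GL not TQ), 1775 (TQ not GL), 2693 (93-11 not TQ) and 2040 (TQ not 93-11), and for H3K36me3 2211 (GL not 93-11), 2181 (93-11 not GL), 1833 (GL not TQ), 1945 (TQ not GL), 1434 (93-11 not TQ) and 1586 (TQ not 93-11). Changes of the F1 against its parents, at a score of at least 100 in the library with the peak, numbered, for H3K27me3 292 (GL×93-11 and neither parent), 165 (both parents and not GL×93-11), 407 (GL×TQ and neither parent) and 310 (both parents and not GL×TQ), and for H3K36me3 509 (GL×93-11 and neither parent), 196 (both parents and not GL×93-11), 365 (GL×TQ and neither parent) and 279 (both parents and not GL×TQ). As whole peaks they numbered, for H3K27me3 378 (GL×93-11 and neither parent), 556 (both parents and not GL×93-11), 643 (GL×TQ and neither parent) and 596 (both parents and not GL×TQ), and for H3K36me3 536 (GL×93-11 and neither parent), 322 (both parents and not GL×93-11), 365 (GL×TQ and neither parent) and 426 (both parents and not GL×TQ).

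The share of parental bins found in the F1 rose under most alternatives, and the order of 1 parent only below both parents held in all of them. With 1 bp of an F1 peak enough, it was, for H3K27me3 37.7% (GL only, GL×93-11), 41.0% (93-11 only, GL×93-11), 38.1% (93-11 only, GL×TQ), 91.7% (both, GL×93-11), 33.4% (GL only, GL×TQ), 55.8% (TQ only, GL×TQ), 38.4% (TQ only, GL×93-11) and 91.0% (both, GL×TQ), and for H3K36me3 55.2% (GL only, GL×93-11), 53.7% (93-11 only, GL×93-11), 46.2% (93-11 only, GL×TQ), 95.3% (both, GL×93-11), 34.3% (GL only, GL×TQ), 54.6% (TQ only, GL×TQ), 47.9% (TQ only, GL×93-11) and 94.7% (both, GL×TQ). With a score of at least 100 in the parent, it was, for H3K27me3 46.0% (GL only, GL×93-11), 51.5% (93-11 only, GL×93-11), 42.6% (93-11 only, GL×TQ), 97.2% (both, GL×93-11), 37.6% (GL only, GL×TQ), 60.3% (TQ only, GL×TQ), 40.6% (TQ only, GL×93-11) and 95.9% (both, GL×TQ), and for H3K36me3 57.3% (GL only, GL×93-11), 67.1% (93-11 only, GL×93-11), 56.97% (93-11 only, GL×TQ), 97.5% (both, GL×93-11), 37.1% (GL only, GL×TQ), 67.6% (TQ only, GL×TQ), 55.5% (TQ only, GL×93-11) and 97.0% (both, GL×TQ). With 50% of the bin covered in the parent, it was, for H3K27me3 37.8% (GL only, GL×93-11), 41.1% (93-11 only, GL×93-11), 37.7% (93-11 only, GL×TQ), 92.2% (both, GL×93-11), 33.4% (GL only, GL×TQ), 55.5% (TQ only, GL×TQ), 37.6% (TQ only, GL×93-11) and 91.1% (both, GL×TQ), and for H3K36me3 54.6% (GL only, GL×93-11), 53.4% (93-11 only, GL×93-11), 95.6% (both, GL×93-11), 35.1% (GL only, GL×TQ), 55.1% (TQ only, GL×TQ), 49.1% (TQ only, GL×93-11) and 94.8% (both, GL×TQ). As whole peaks, it was, for H3K27me3 36.1% (GL only, GL×93-11), 91.2% (both, GL×93-11), 32.8% (GL only, GL×TQ), 54.8% (TQ only, GL×TQ), 37.9% (TQ only, GL×93-11) and 91.0% (both, GL×TQ), and for H3K36me3 54.5% (GL only, GL×93-11), 54.2% (93-11 only, GL×93-11), 95.7% (both, GL×93-11), 32.0% (GL only, GL×TQ), 54.4% (TQ only, GL×TQ), 47.1% (TQ only, GL×93-11) and 94.6% (both, GL×TQ).

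Private peaks of any score were found as follows, for H3K27me3 24.6% (GL in GL×93-11), 21.8% (GL in GL×TQ), 27.6% (93-11 in GL×93-11) and 41.3% (TQ in GL×TQ), and for H3K36me3 44.6% (GL in GL×93-11), 22.6% (GL in GL×TQ), 42.2% (93-11 in GL×93-11) and 33.7% (TQ in GL×TQ). At a score of 200 or more the shares were, for H3K27me3 65.1% (GL in GL×93-11), 51.8% (GL in GL×TQ), 60.8% (93-11 in GL×93-11), 11.7% (93-11 in GL×TQ) and 65.4% (TQ in GL×TQ), and for H3K36me3 82.3% (GL in GL×93-11), 60% (GL in GL×TQ), 74.3% (93-11 in GL×93-11), 8.11% (TQ in GL×93-11) and 66.2% (TQ in GL×TQ). With the same number of peaks in both F1 lists, 1 share moved, for H3K36me3 55.5% (GL in GL×93-11).

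Bins whose tags differed by more than 2-fold between parents moved with the library total. Divided by the tags in peaks, they numbered, for H3K27me3 722 (GL above 93-11), 828 (93-11 above GL), 475 (GL above TQ) and 586 (TQ above GL), so the direction turned for both pairs with GL, while 93-11 and TQ, with 415 bins above in 93-11 and 627 above in TQ before, became even at 510 and 509. Divided by the median ratio, they numbered, for H3K27me3 895 (GL above 93-11) and 640 (93-11 above GL), and for H3K36me3 626 (GL above TQ). By the median the H3K27me3 direction stayed for GL and TQ, at 627 above in GL and 479 above in TQ, and turned for 93-11 and TQ, at 554 above in 93-11 and 460 above in TQ. With at least 50 tags in both parents, the bins numbered, for H3K27me3 251 (93-11 above GL), 521 (GL above TQ), 222 (93-11 above TQ) and 412 (TQ above 93-11). In the paper's table for H3K36me3 in GL×TQ, calls in either direction numbered 19.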

Differences from the paper's values

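In Additional file 8, the paper counts 43 of 52 monoallelic expression genes of GL×TQ with allele-specific H3K36me3. Counting the listed genes whose allelic level differs by 2-fold or more in the direction of expression gives 8 of 52. With genes at the limit included, an alternative set before the data were examined, the count is also 8 and also differs. Counting a 2-fold difference in either direction, chosen after the values were seen, gives 19. In this table 6 genes also stand in the H3K27me3 table of GL×TQ, and all 6 have the same level in both, so the column may not hold H3K36me3 and the counts of 8 and 19 rest on values that are in doubt. The other 3 tables give the paper's counts, with 30 of 45 for H3K36me3 on the expressed allele in GL×93-11, and for H3K27me3 on the silent allele 5 of 20 in GL×93-11 and 11 of 25 in GL×TQ. The number of peaks in each of the 10 libraries equals Additional file 11, and moves away from it by more than 1.5 times for all 10 libraries in the upper part of each list by fold and for 4 of 10 at a score of at least 100, by construction.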

Other observations

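The windows and the test of exchanged marks below were chosen after the values were seen. Some windows of 500 kb had a high share of peaks private to 1 variety. The windows named here were picked for that share, and gathering of private peaks beyond chance was not tested. On chromosome 11 from 8500001 to 9000000, 9 of the 11 H3K27me3 peaks of GL were private, and GL×93-11 had 9 peaks and GL×TQ 12, while 93-11 had 3 and TQ 5. On chromosome 11 from 22500001 to 23000000, 9 of the 18 H3K36me3 peaks of GL were private, and GL×93-11 had 20 and GL×TQ 17, with 11 in 93-11 and 13 in TQ. On chromosome 8 from 2500001 to 3000000, 7 of the 11 H3K27me3 peaks of TQ were private, and GL×TQ had 10 peaks, but GL×93-11, which lacks the TQ genome, had 11, 93-11 had 13 and GL 5.

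Both marks occurred together in 1 parent only more often than in the highest of 100 shifts of the peaks along the chromosomes in 3 of 6 ordered pairs of parents: GL against 93-11, with 179 overlaps against a mean of 74.4 and a highest of 101, GL against TQ, with 122 against 57.3 and 77, and TQ against 93-11, with 57 against 33.6 and 49. The other pairs lay near or below their means, with 53 against 72.6 for 93-11 against GL, 42 against 41.5 for TQ against GL and 41 against 44.2 for 93-11 against TQ. The hypothesis that the 2 marks replace each other between parents was tested by the overlap of H3K27me3 peaks of 1 parent only with H3K36me3 peaks of the other parent only. The overlap exceeded the highest of the 100 shifts in 0 of 6 ordered pairs of parents, so no excess of exchanged marks was seen. Peaks on DNA that the other parent lacks cannot count as an exchange, yet they stay in the shifted lists. The test therefore cannot exclude an exchange at the remaining peaks. It lay below the lowest shift in 2 pairs, with 40 against a lowest of 68 for GL H3K27me3 and 93-11 H3K36me3 and 46 against 48 for GL and TQ. The other 4 lay inside the range of the shifts, with 52 in 44 to 86 for 93-11 and GL, 29 in 21 to 49 for TQ and GL, 41 in 27 to 59 for 93-11 and TQ and 29 in 22 to 50 for TQ and 93-11.

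In the paper's tables for GL×TQ, 6 genes stand in both the H3K27me3 and the H3K36me3 table, and the allelic level of the GL allele is the same in both for 6 of them. In the tables for GL×93-11, 10 genes are shared and 0 have equal levels.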
